A study of Drosophila melanogaster with 72 samples.

How the data were processed

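RNA from whole brains of Drosophila melanogaster was sequenced in 72 libraries of 24 groups with 3 replicates each. Per the labels, each library came from a pool of 15 brains, RNA was extracted with a PicoPure kit and libraries were made with a NEBNext Ultra II kit. The deposited table of counts holds estimated counts per gene, also called expected counts, which the authors made from the reads. Of the values, zeros included, 89.0% lie within 0.02 of a whole number. The deposited table of TPM gives the same genes in TPM, transcript abundance corrected for length and scaled to a total of 1e+06. The aligner, the counting program, the genome build and the annotation are not stated in the labels, so no coordinates are given. The reference was used only to update gene names (RefSeq annotation of the assembly Release 6 plus ISO1 MT). Of the 13898 listed genes, 12424 carried a current symbol, 1396 were matched through a synonym and 78 were not matched. A count was present in some library for 13654. All columns were mapped to a labelled sample (0 unmapped).

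Estimated counts were rounded to whole numbers. Total counts per library ran from 4175585 to 13435802. No pair of replicates within a group was a duplicate: the smallest chi-square per gene between replicates was 2.72. Genes were filtered with filterByExpr on the groups fitted, libraries were scaled with TMM, and quasi-likelihood F-tests with robust dispersions were run in edgeR 4.0.16 under R 4.3.3. P-values were adjusted with Benjamini-Hochberg over the genes of a fit, with a threshold of 0.05. CPM values are scaled with TMM. The mechanical groups were fitted with undisturbed ZT0 (12 libraries), the undisturbed groups together (18 libraries), each line alone (9 libraries), and the 4 wake-promoting lines together (36 libraries). Gene sets were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01). Tables were handled in Python 3.11.15 with pandas 2.3.3 and drawn with matplotlib 3.10.9.

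Comparisons, tests, gene sets, named-gene rules and the first list of alternatives were chosen before the data were examined. TrpA1 and w were named in every group. The rule for panel genes was to count them and to name those past the threshold or among the clock genes. They are counted below, but only part of them are named. For shaking, up to 5 genes past the threshold with the same sign at all durations were named, those with the largest mean absolute log2 change. For a line, up to 2 higher and 2 lower genes called against both controls were named if all 3 TrpA1 29C replicates lay outside the range of the 6 control replicates, by the smaller of both absolute log2 changes. For the wake-promoting lines, up to 5 genes past the threshold for the mean effect in both contrasts, with the same sign in all 4 lines and both contrasts, were named in the same way. Over zeitgeber time the 5 genes with the smallest p were named. The last 4 rules required a mean of at least 1 log2 CPM and left out TrpA1 and w. Dgp-1, the 5 genes called in 3 lines, Orct, and the R60F09 calls outside the rule were chosen after their values were seen.

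Alternatives were DESeq2 1.42.0, RLE scaling in edgeR, no low-count filter, the replicate number as a block, limma on log2 TPM with a pseudocount of 1, a 1.5-fold requirement, all 72 libraries in 1 fit, cosine and sine terms of a 24 h period, a trend over hours 3, 6 and 12 only, at least 3 wake lines, an inter-gene correlation estimated per set, and leaving out each replicate. The pairing of libraries comes from the replicate numbers in the labels. A length-trend offset, with and without the block, the zeitgeber comparison without ZT20, with and without the block, and the cosine terms with the block were added after the data were seen. The offset is a lowess curve (span 0.3) per library of log2 expression on log2 relative length, taken from the ratio of estimated count to TPM. Other splits of the samples were counted for every fit, with 100 draws for zeitgeber time and the trend and 40 relabellings for the lines.

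The fits were tested on simulated data. In 5 draws with 200 changed genes, edgeR group and trend tests recovered 51.5% to 55.9% of 1.5-fold changes and 75.8% to 79.7% of 2-fold changes, and 3.81% to 9.01% of their calls were false. The cosine test recovered 62.3% and 80.8%, with 4.89% and 4.49% of its calls false. Of the group tests with a direction, 0 calls had the wrong sign. In a simulated gene set test, 2 of 2 raised pairs were called and 0 of the others. The simulated genes were drawn independently of each other. This therefore does not test false calls for sets whose genes vary together. The labels of R85C10 call the line sleep-promoting in the protocol and sleep-deprived in titles; the protocol was followed. Sleep recordings are not used here.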

Results

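Whole-brain RNA of Drosophila melanogaster was sequenced in 72 libraries, which fall into 24 groups of 3 replicates. Each library came from a pool of 15 brains. In 6 groups, undisturbed flies of iso31, a white-eyed isogenic laboratory strain, were dissected at zeitgeber times (ZT, hours after lights on) 0, 4, 8, 12, 16 and 20. In 3 groups, iso31 flies were shaken on a vortexer for 3, 6 or 12 h and dissected at ZT0. The other 15 groups came from 5 lines that carry GAL4, a transcription factor that switches on transgenes in chosen neurons. Each line has a group with the heat-activated cation channel TrpA1 shifted to 29 °C, a group of the same genotype kept at 21 °C, and a GAL4 group without the channel shifted to 29 °C. The labels describe R21H11, R65H02, HC (spelled out as hot cell) and R60F09 as wake-promoting, with a 3 h shift ending at ZT0. They describe R85C10 as sleep-promoting, with a 12 h daytime shift ending at ZT12. Below, the 3 groups of a line are called TrpA1 29C, TrpA1 21C and GAL4 control 29C.

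Total counts per library ran from 4175585 to 13435802, with a median of 8437000. Group means ran from 6098000 ± 1667000 (SD, n = 3) after 6 h of shaking to 11490000 ± 695000 (SD, n = 3) in undisturbed ZT0 brains. Between 10144 and 11331 of the 13898 listed genes had a count in a library. The 13 protein-coding genes of the mitochondrial genome took 1.68% to 9.17% of the counts, and this share followed the groups. It was 2.62% ± 0.409 (SD, n = 3) in undisturbed ZT0 brains and 4.13% ± 0.0393, 6.38% ± 0.637 and 4.26% ± 1.37 after 3, 6 and 12 h of shaking. Undisturbed ZT20 brains had 4.82% ± 0.895 (SD, n = 3). All 3 TrpA1 21C libraries of every line lay above all 3 GAL4 control 29C libraries of that line. For 1 line alone, chance parts 3 libraries from 3 in this way, in either order, in 10% of splits. The deposited TPM of the listed genes summed to less than 1e+06, and the missing share ran from 0.747% to 4.82%. It was 0.956% ± 0.0941 in undisturbed ZT0 brains, 2.66% ± 0.465 after 6 h of shaking and 3.96% ± 1.45 in R21H11 TrpA1 29C (SD, n = 3 each).

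**Figure D1:**
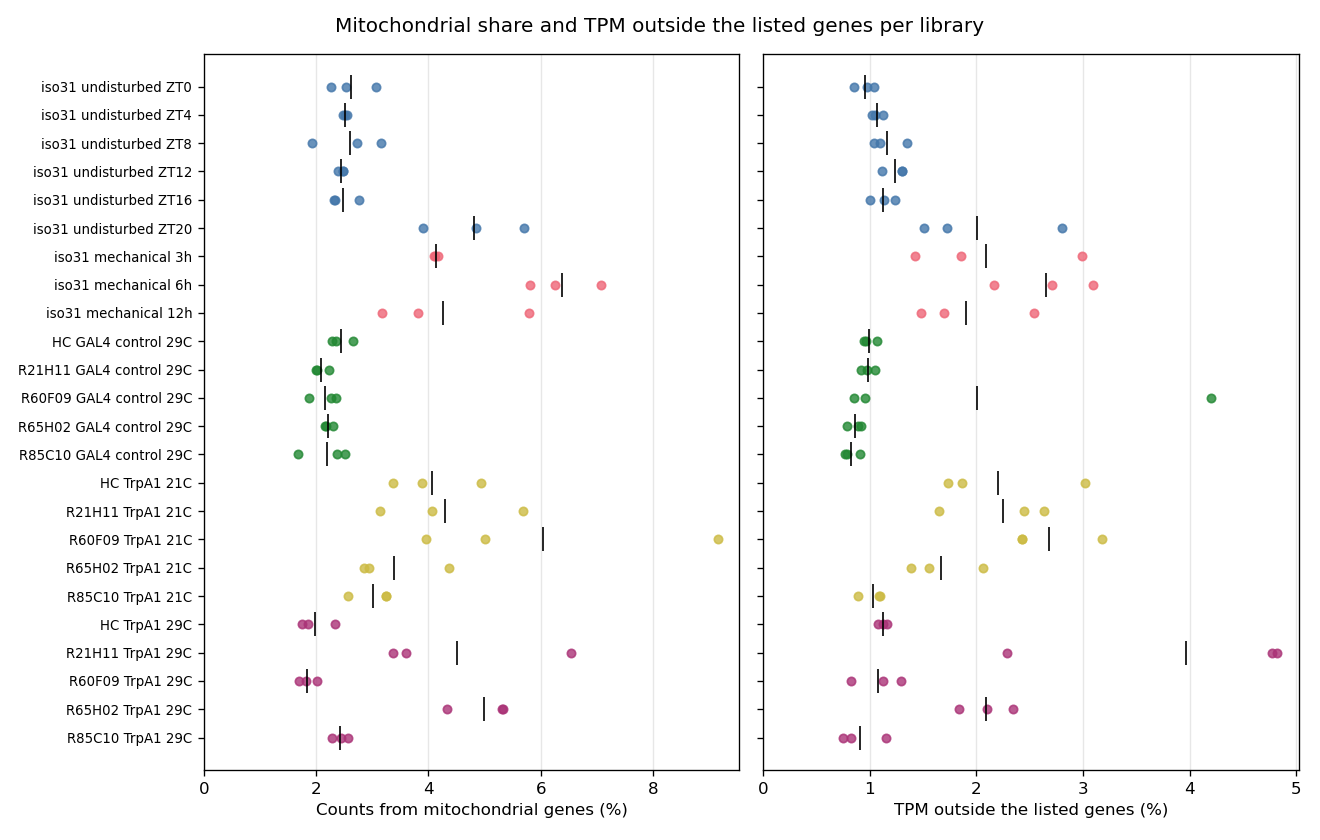
Share of counts from mitochondrial genes (left, %) and share of TPM outside the listed genes (right, %), with 1 point per library, a black line at each group mean and colours for the kind of group. Mitochondrial shares in the 3 shaken groups (means 4.13% to 6.38%) lie above those at ZT0 (2.62%), and ZT20 (4.82%) stands apart from the other undisturbed times.

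Transcripts that the transgenes carry were compared first, because they test whether the line groups hold the genotypes that the labels give. TrpA1 was at 7.68 to 10.3 CPM (counts scaled to a library total of 1e+06) as a group mean in iso31 brains and 10.6 to 14.1 CPM in the 5 GAL4 control 29C groups. In R85C10 it reached 134 ± 6.65 CPM at 29 °C and 301 ± 11.6 CPM at 21 °C (SD, n = 3), a fall by 1.17 on the log2 scale at 29 °C (edgeR adjusted p 5.18e-07). R65H02 had 68.4 ± 4.83 and 68 ± 5.11 CPM in those groups, and R60F09 had 36.5 ± 2.99 and 23.9 ± 6.64 CPM. In R21H11 the values were 24.1 ± 5.94 CPM at 29 °C and 24.8 ± 3.89 CPM at 21 °C. In HC, TrpA1 29C had 26.6 ± 2.07 CPM, but TrpA1 21C had 13.8 ± 1.95 CPM and GAL4 control 29C 11.4 ± 2.14 CPM, a log2 difference between the controls of -0.25 (SE 0.158, edgeR adjusted p 0.229). The w transcript, which transgene vectors usually carry as an eye-colour marker, separated these HC controls at 18.5 ± 2.60 CPM (21 °C) and 3.68 ± 0.909 CPM (29 °C, SD, n = 3). In iso31 groups the mean of w was at most 0.297 CPM. In TrpA1 29C against TrpA1 21C, w was lower in R21H11 (log2 -0.81, edgeR adjusted p 0.0209), R65H02 (-0.95, 0.000137) and R85C10 (-0.45, 0.0219). It did not pass in HC (-0.11, edgeR adjusted p 0.657) or R60F09 (-0.06, 0.768). The level of w thus also varied between groups of the same genotype and does not alone decide the genotype. Against GAL4 control 29C, TrpA1 was higher at 29 °C in each line, by log2 0.87 in R21H11 to 3.65 in R85C10, although on log2 TPM with limma the calls in R21H11 (0.35, adjusted p 0.319) and R60F09 (1.31, adjusted p 0.0671) were lost.

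**Figure D2:**
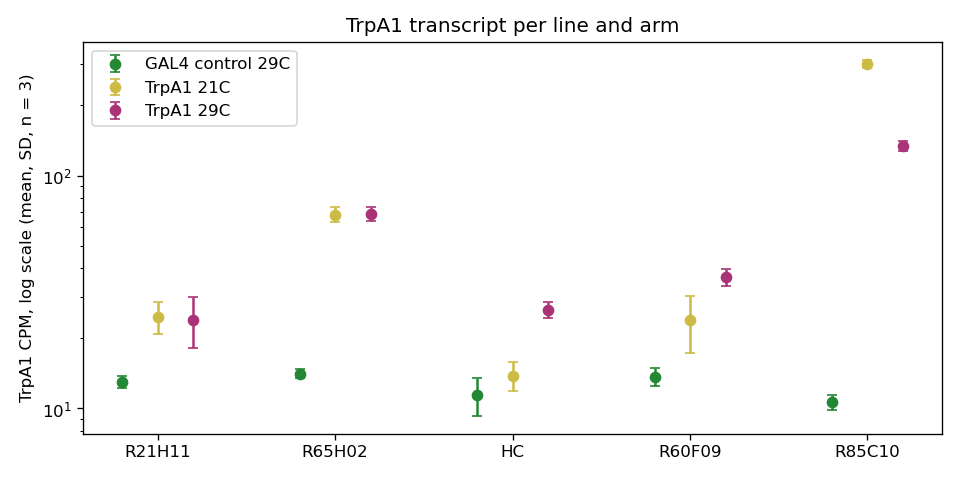
TrpA1 transcript in CPM on a log scale for the 3 groups of each line, with points for means and bars for SD (n = 3). HC TrpA1 21C (13.8 CPM) lies near its GAL4 control (11.4 CPM), and in R85C10 the 21 °C group (301 CPM) lies above the 29 °C group (134 CPM).

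The mechanical groups ask how brain transcripts differ after 3, 6 or 12 h of enforced waking. The control used here was undisturbed iso31 at ZT0, since the labels give no other control of that genotype and time. By their titles, these ZT0 libraries belong to circadian profiling and the shaken libraries to mechanical sleep deprivation. Any difference between both experiments is therefore part of every contrast with ZT0. Of 8845 genes tested with edgeR, 2091 passed an adjusted p of 0.05 at 3 h (1020 higher, 1071 lower), 4078 at 6 h (2092 higher, 1986 lower) and 1440 at 12 h (807 higher, 633 lower). The alternative that moved these counts most corrects each library for a trend of expression on gene length and adds the replicate number as a block. It was chosen after the data were seen and left 271, 1195 and 77 genes, against 332, 1288 and 126 with the length correction alone. Of the 5 genes named by the rule for these groups, mt:ND3 (mitochondrial genome) had 156 ± 45.6 CPM at ZT0 and 682 ± 78.6 CPM after 6 h (SD, n = 3), a log2 change of 2.12 (SE 0.272, edgeR adjusted p 0.00027). RpL38 (a ribosomal protein) went from 198 ± 16.5 to 856 ± 140 CPM, a log2 change of 2.11 (SE 0.286, edgeR adjusted p 0.000377). CG41128, Poc1 and RpL41 rose by log2 1.54 to 1.75 at 6 h, and Poc1 had at most 34 counts in a library. All 5 were also higher at 3 and 12 h, by log2 1.05 to 1.75. Under the length correction the 6 h change was 1.05 for mt:ND3, 1.14 for RpL38, 0.69 for CG41128 and 1.41 for Poc1, all still past the threshold, and 0.37 for RpL41, which was not (edgeR adjusted p 0.086). At the other durations the length correction also removed the calls of mt:ND3 at 12 h (edgeR adjusted p 0.0621), CG41128 at 3 h (0.09), Poc1 at 3 h (0.119) and 12 h (0.163), and RpL41 at 3 h (0.163) and 12 h (0.283). In undisturbed ZT20 brains, mt:ND3 (567 ± 109 CPM) and RpL38 (587 ± 132 CPM) were also above their ZT0 values.

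Calls were shared between durations. Of the genes called at 3 h, 1905 were called at 6 h, against 964 expected by chance, and all had the same sign. The 6 h and 12 h lists shared 1410 genes (664 expected), and 1137 genes had the same sign at all 3 durations (600 higher, 537 lower). Across genes, which are not independent replicates, log2 changes correlated at r = 0.548 between 3 and 6 h and r = 0.769 between 6 and 12 h. All 3 contrasts share the ZT0 libraries, which alone can give shared calls, the same sign and a positive r. The expected numbers take the contrasts as independent. Neither the overlaps nor r therefore decide whether the durations share an effect of shaking. A test of equality among the 3 shaken groups, which does not involve ZT0, passed for 1397 genes, and for 144 with a 1.5-fold requirement, which moved it most. A linear trend on hours of shaking passed for 1 gene, Dgp-1, with 722 genes at an unadjusted p under 0.05, and for 86 in the fit of all 72 libraries, which moved it most. Dgp-1, singled out after its values were seen, had 92.2 ± 3.55, 102 ± 10.3, 166 ± 7.15 and 189 ± 32.4 CPM at 0, 3, 6 and 12 h (SD, n = 3), a log2 slope of 1.13 per 12 h (SE 0.154, edgeR adjusted p 0.0322). It no longer passed with the replicate number as a block (adjusted p 0.189), on log2 TPM (limma adjusted p 0.109), over hours 3, 6 and 12 only (edgeR adjusted p 0.991) or with the length correction (edgeR adjusted p 0.2).

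Gene panels fixed before the data were examined were counted in the mechanical contrasts, each with Benjamini-Hochberg adjustment over all genes and over the panel alone. Of 8 clock genes, 2, 4 and 0 passed over all genes at 3, 6 and 12 h, and 2, 4 and 0 over the panel alone. The clock gene tim fell by 0.27 at 3 h (edgeR adjusted p 0.0225) and by 0.48 at 6 h (edgeR adjusted p 0.000209). With the length correction these became -0.09 and -0.10 and no longer passed. Of 9 activity-regulated genes, 2, 4 and 2 passed on both adjustments. Of 16 heat shock genes, 3, 3 and 2 passed over all genes and 1, 2 and 2 over the panel. Of 15 endoplasmic reticulum (ER) stress genes, 5, 10 and 3 passed over all genes and 5, 10 and 4 over the panel. The median ER stress gene rose by log2 0.13, 0.15 and 0.06 at 3, 6 and 12 h with TMM scaling, and moved by -0.12, -0.27 and -0.18 on log2 TPM, where the median of all genes itself moved by -0.21, -0.35 and -0.21. The 86 cytosolic ribosome genes had median log2 changes of 0.52, 0.74 and 0.46 with TMM scaling, 0.22, 0.32 and 0.20 on log2 TPM, and 0.10, 0.10 and 0.06 with the length correction.

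Undisturbed brains at 6 zeitgeber times ask which transcripts vary over the day. Of 9242 genes, 1400 differed among the times (edgeR, 5 degrees of freedom), with 2879 at an unadjusted p under 0.05. Libraries of the same replicate number deviated together: the mean correlation of residuals across genes was 0.367 for pairs sharing a number. For pairs that do not share a number it was -0.182. That second value largely follows from the first, since residuals were taken from the mean of each group, and adds no evidence. With the replicate number as a block, 2471 genes passed, 1398 of them among the 1400. Without ZT20, an alternative chosen after the data were seen, 48 passed, the alternative that moved this count most, with 734 at an unadjusted p under 0.05. Cosine and sine terms of a 24 h period passed for 159 genes. Neither of these fits had the block. With it, also chosen after the data were seen, 255 passed without ZT20 and 264 with the cosine terms, against the 2471. The rule for this comparison named tim, per, CG10513, Ugt35b and vri. The tim transcript went from 42.1 ± 5.54 CPM at ZT4 to 390 ± 23.8 CPM at ZT16 (SD, n = 3), with an edgeR adjusted p of 8.73e-12. For per the lowest mean was at ZT0 (34.6 ± 3.63 CPM) and the highest at ZT16 (94.2 ± 6.49 CPM; edgeR adjusted p 3.86e-09). The vri transcript went from 9.96 ± 0.574 CPM at ZT0 to 95.9 ± 16.4 CPM at ZT16, and Clk from 11.4 ± 1.93 CPM at ZT0 to 3.83 ± 0.678 CPM at ZT12. CG10513 passed among the 6 times (edgeR adjusted p 3.99e-09) but not with the cosine terms (edgeR adjusted p 0.102, or 0.116 with the block). Of the 8 clock genes, 5 passed over all genes and 7 over the panel alone, in the fit without the block. Over all genes Pdp1 was not among them, but it passed with the block (edgeR adjusted p 0.0305).

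**Figure D3:**
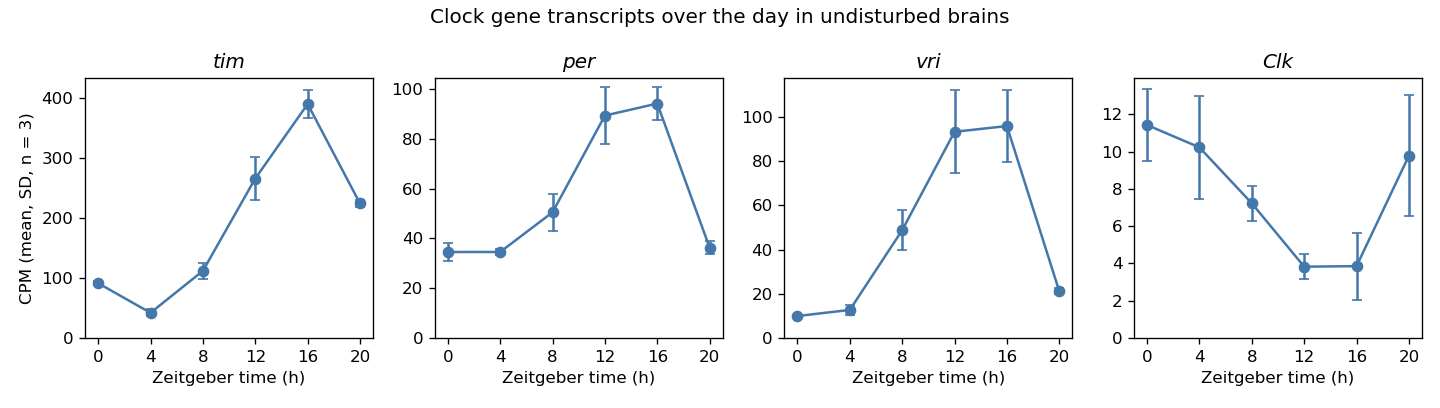
Transcript abundance in CPM of tim, per, vri and Clk at 6 zeitgeber times (h) in undisturbed iso31 brains, with points for means and bars for SD (n = 3). The means of tim, per and vri are highest at ZT16, and Clk is lowest at ZT12 (3.83 CPM).

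For each line the question was which transcripts differ when the GAL4 neurons are activated. A gene was called when TrpA1 29C differed from both controls with the same sign, since one control shares the temperature and the other the genotype. The controls were also compared with each other. They differed in 1463 genes in R21H11, 4361 in R65H02, 2934 in HC, 4360 in R60F09 and 784 in R85C10.

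**Figure D4:**
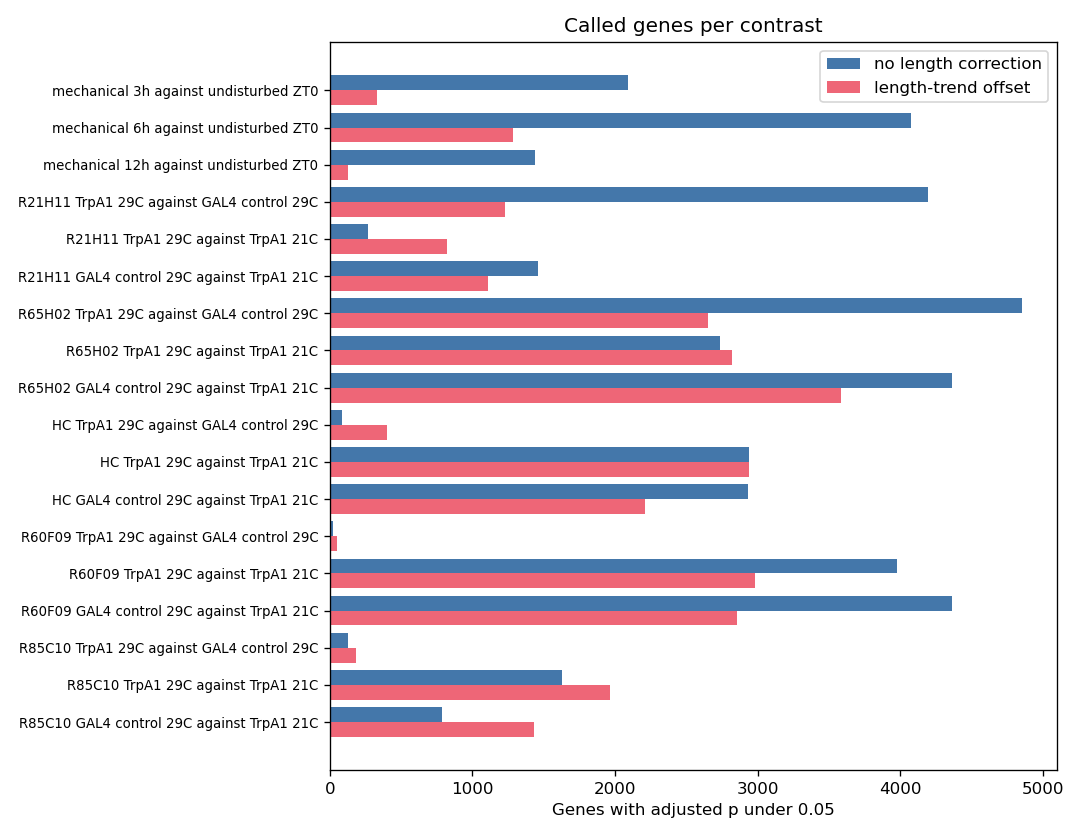
Number of genes with an edgeR adjusted p under 0.05 (horizontal axis, genes) in each of 18 pairwise contrasts, without and with the length correction. Mechanical 6 h goes from 4078 to 1288, and R21H11 against GAL4 control 29C from 4196 to 1227, while R21H11 against TrpA1 21C goes from 269 to 825.

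In R21H11, TrpA1 29C differed from GAL4 control 29C in 4196 genes and from TrpA1 21C in 269 of 8890 tested with edgeR. Against both controls 129 were called, 67 higher and 62 lower. The count against both moved most in the fit of all 72 libraries, to 2026, and on log2 TPM with limma it was 15. CHORD had 27.6 ± 11.6 CPM in TrpA1 29C, 9.48 ± 2.83 in GAL4 control 29C and 10.7 ± 1.62 in TrpA1 21C (SD, n = 3), log2 1.52 and 1.38 against the controls (edgeR adjusted p 0.0054 and 0.0489). CG6749 was higher by 1.34 and 1.95. FASN3 changed by -1.14 and -1.73, and CG12769 by -0.94 and -0.89. Against TrpA1 21C, all 4 lost their call with a replicate block and on log2 TPM. Against GAL4 control 29C, FASN3 lost its call with no low-count filter (edgeR adjusted p 0.0519), the block (0.0634) and the length correction (-0.35, 0.578). CG6749 lost its call there with the length correction (edgeR adjusted p 0.0959). On log2 TPM, FASN3 (limma adjusted p 0.129) and CG6749 (0.0563) lost it. With the length correction and block together, all 4 lost it (edgeR adjusted p 0.0606 to 0.669).

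R65H02 gave the most calls of the 5 lines. TrpA1 29C differed from GAL4 control 29C in 4855 genes and from TrpA1 21C in 2735 of 9020, and 1583 were called against both (632 higher, 951 lower). The 1.5-fold requirement moved that count most, to 373. CG9512 had 220 ± 65.6 CPM in TrpA1 29C, 4.10 ± 0.580 in GAL4 control 29C and 24 ± 15.2 in TrpA1 21C (SD, n = 3), log2 5.72 and 3.20 (edgeR adjusted p 0.000644 and 0.00629). Est-6 rose by 5.07 and 3.07, where the second call was lost with no low-count filter (adjusted p 0.0524). Glut4EF had 238 ± 41.8 CPM against 553 ± 19.8 and 555 ± 76.5 (SD, n = 3), log2 -1.26 and -1.23 (edgeR adjusted p 1.26e-05 and 3.73e-05). Fancd2 changed by -1.25 and -1.47, and the first of these did not pass with the length correction (edgeR adjusted p 0.0605).

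HC showed 87 genes against GAL4 control 29C (42 higher, 45 lower) and 2943 against TrpA1 21C, of 8797 tested, and 46 against both (24 higher, 22 lower). Leaving out 1 replicate moved the count against both most, giving 7 to 232, and the length correction gave 257. Cyp6w1 had 6.33 ± 1.79 CPM in TrpA1 29C, 19.2 ± 1.01 in GAL4 control 29C and 25.9 ± 5.71 in TrpA1 21C (SD, n = 3), log2 -1.62 and -2.03 (edgeR adjusted p 0.00225 and 3.9e-05). The grass transcript rose by 1.28 and 1.16. Elo68beta, with at most 45 counts in a library, rose by 1.57 and 2.27, and MFS9 changed by -1.31 and -1.77. Both lost the call against GAL4 control 29C with no low-count filter and with a replicate block.

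R60F09 showed 22 genes against GAL4 control 29C (709 at an unadjusted p under 0.05) and 3978 against TrpA1 21C of 8909. Against both, 8 were called: Abp1, CG6142, mthl8, RhoGAP102A, TrpA1 and y were higher, and CG32195 and CG7509 lower. RhoGAP102A had 228 ± 20.7 CPM in TrpA1 29C, 78.3 ± 4.71 in GAL4 control 29C and 113 ± 29.2 in TrpA1 21C (SD, n = 3), log2 1.52 and 1.02 (edgeR adjusted p 0.000209 and 0.000464). The y transcript rose by 1.99 and 1.29. CG32195 changed by -0.89 and -1.01 and CG7509 by -0.70 and -0.36. On log2 TPM, CG7509 was higher than TrpA1 21C, by 0.17, where the median of all genes itself moved by 0.47. Neither CG32195 nor CG7509 passed there. Against TrpA1 21C, Abp1 lost its call with no low-count filter (edgeR adjusted p 0.0781), the block (0.0629) and the length correction (0.0574), and CG6142 with no filter (0.058), the block (0.0576) and all 72 libraries in 1 fit (0.158). Against GAL4 control 29C, Abp1 did not pass on log2 TPM (limma adjusted p 0.35). The count against both moved most when 1 replicate was left out, giving 4 to 41. It was 27 with the length correction and a replicate block and 25 with the length correction alone.

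R85C10 showed 125 genes against GAL4 control 29C (74 higher, 51 lower) and 1625 against TrpA1 21C of 8688, and 83 against both (49 higher, 34 lower). A replicate block together with the length correction moved the count against both most, to 166. CG9377 had 3.85 ± 0.412 CPM in TrpA1 29C, 52.3 ± 3.90 in GAL4 control 29C and 112 ± 4.63 in TrpA1 21C (SD, n = 3), log2 -3.75 and -4.85 (edgeR adjusted p 9.3e-11 and 5.99e-12). Cyp6w1 changed by -2.70 and -2.63. Hsp70Ba rose by 3.73 and 5.65 and Hsp70Bc by 3.07 and 4.32, although reads of these near-identical copies cannot be assigned with certainty. The activity-regulated gene Hr38 had 218 ± 32.9 CPM against 77.6 ± 29.8 and 71.8 ± 14.7 (SD, n = 3), log2 1.49 and 1.60 (edgeR adjusted p 0.047 and 0.00773). The first of these did not pass with RLE scaling (edgeR adjusted p 0.0516) or with no low-count filter (edgeR adjusted p 0.115). Of the 9 activity-regulated genes, 4 passed against GAL4 control 29C (4 higher) and 3 against TrpA1 21C (2 higher) over all genes. Over the panel alone, 5 and 5 passed. The wake-promoting lines differed from this. Against GAL4 control 29C, 5 passed over all genes in R21H11 and 4 in R65H02, with 0 higher, and 0 passed in HC and R60F09. Against TrpA1 21C, 4 passed in R65H02 (2 higher), 4 in R60F09 (3 higher) and 0 in R21H11 and HC. Between the controls themselves, 3, 8, 2, 6 and 2 passed in R21H11, R65H02, HC, R60F09 and R85C10. Of these, 3, 6, 1, 5 and 0 were higher in GAL4 control 29C. The median activity-regulated gene changed against GAL4 control 29C by -0.43 in R21H11 and -0.15 in R65H02. With the length correction these became -0.12 and -0.01. R85C10 also differs from the wake-promoting lines in time of day and length of the shift.

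Heat shock genes were compared across the lines. Against TrpA1 21C, which differs in temperature, 3, 13, 10, 7 and 12 of 16 passed over all genes in R21H11, R65H02, HC, R60F09 and R85C10, and 4, 15, 11, 7 and 14 over the panel. All those passing over all genes were higher. Against GAL4 control 29C, at the same temperature, 5, 4, 3, 0 and 6 passed over all genes, all higher, and 11, 3, 13, 2 and 14 over the panel. The median heat shock gene changed against GAL4 control 29C by log2 1.47, 0.62, 1.02, -0.14 and 2.11 in the same order, and had the same signs with RLE scaling, on log2 TPM and with the length correction. ER stress genes passed most often in R65H02, where 13 of 15 passed against GAL4 control 29C and 10 against TrpA1 21C over all genes (14 and 10 over the panel).

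The 4 wake-promoting lines ask whether activating different wake-promoting neurons gives shared transcript changes. Of 9215 genes, 115 were called against both controls with the same sign in at least 2 lines (59 higher, 56 lower). On log2 TPM with limma, the change of method that moved this count most, it was 16. R21H11 and R65H02 shared 100 calls, against 22.9 expected by chance. In these 2 lines, mean fat body, muscle and retina marker levels were higher in TrpA1 29C than in both controls. This was not so in HC or R60F09. In R65H02, muscle markers had 322 CPM, against 201 (GAL4 control 29C) and 276 (TrpA1 21C). In R21H11, fat body markers had 1441 CPM, against 520 and 722, with libraries overlapping. The markers were compared after the values were seen, and whether such tissue contributed to the shared calls was not tested. HC and R60F09 shared 4, named after their values were seen: TrpA1, which both lines carry as a transgene, CG32195, mthl8 and RhoGAP102A. R65H02 and HC shared 15 with the same sign (8.14 expected with either sign). No gene was called in all 4 lines. The 5 called in 3 lines, named after their values were seen, were CG3226, CG5525, CG7033, CG8258 and mbf1, all higher in R21H11, R65H02 and HC. In the reference, CG7033, CG5525 and CG8258 carry the names of chaperonin subunits (CCT2, CCT4 and CCT8). The 5 rose by log2 0.23 to 1.29 against GAL4 control 29C and by 0.52 to 2.06 against TrpA1 21C. In HC against GAL4 control 29C, all 5 lost their call with a replicate block (edgeR adjusted p 0.0562 to 0.0914) and on log2 TPM (limma adjusted p 0.0648 to 0.156). On log2 TPM against GAL4 control 29C, CG3226, CG7033 and CG8258 also lost it in R21H11 (limma adjusted p 0.0664, 0.369 and 0.159) and R65H02 (0.396, 0.814 and 0.609). In R21H11 against TrpA1 21C, the block removed the calls of CG3226 (edgeR adjusted p 0.0554) and CG5525 (0.063), and CG5525 did not pass on log2 TPM (limma adjusted p 0.0693). In R21H11 against GAL4 control 29C, mbf1 lost its call with DESeq2 (adjusted p 0.0713), RLE scaling (0.0826), no low-count filter (0.054) and the block (0.0722). With the length correction mbf1 (0.955) and CG3226 (0.276) lost theirs, and with that correction and the block CG8258 did (0.0839). Against the same control in HC, mbf1 lost its call with the length correction (edgeR adjusted p 0.0663). The fit of all 72 libraries removed calls against GAL4 control 29C too. These were CG3226 (edgeR adjusted p 0.0679) and mbf1 (0.0847) in R65H02, and CG3226 (0.0636) and CG7033 (0.0503) in HC. Against GAL4 control 29C on log2 TPM, mbf1 turned to -0.12 in R21H11 and -0.17 in R65H02. The median of all genes itself moved by -0.32 and -0.28 there. With the length correction, mbf1 turned to -0.02 and CG3226 to -0.007 in R65H02 against the same control. Orct, also singled out after its values were seen, had opposite signs in R65H02 (log2 0.35 and 0.44) and HC (-0.84 and -0.44), but on log2 TPM its R65H02 change against GAL4 control 29C was -0.03.

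In a fit of the 36 wake-line libraries, the mean effect over lines passed against both controls for 1031 of 9452 genes (540 higher, 491 lower). With a 1.5-fold requirement, which moved this count most, 90 passed. Of the 1031, 462 had the same sign in all 4 lines and both contrasts. The 5 named by rule were Hsp70Ab, grass, Obp73a, CG13926 and CG18473. The grass transcript had mean effects of log2 1.06 and 1.01 against GAL4 control 29C and TrpA1 21C (SE 0.0964 and 0.0950, edgeR adjusted p 2.09e-09 and 5.05e-10). Its group means in TrpA1 29C ran from 15.0 ± 2.94 CPM in R21H11 to 23.6 ± 1.47 CPM in R65H02 (SD, n = 3). Hsp70Ab rose by 1.58 and 2.15, and Obp73a changed by -0.99 and -1.24. The effect against GAL4 control 29C differed between lines in 3471 genes (edgeR, 3 degrees of freedom), or 1584 with the length correction and a replicate block. Across genes, effects against GAL4 control 29C correlated at r = 0.762 between R21H11 and R65H02, above the -0.69 to 0.656 of 39 relabellings of the libraries. The other 5 pairs of lines ran from 0.0423 to 0.488 and lay within the range of their relabellings. The 6 h mechanical calls shared 1071 genes of the same sign and 18 of the opposite sign with the R65H02 calls against both controls (721 expected with either sign). With HC they shared 6 of the same and 10 of the opposite sign (20.7 expected).

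Gene sets fixed before the data were examined were tested with limma camera in 13 contrasts, giving 106 pairs of set and contrast. With an inter-gene correlation of 0.01, 50 pairs passed an adjusted p of 0.05 (38 up, 12 down). With the correlation estimated from the data, 0 passed, with 7 at an unadjusted p under 0.05. Relabelling the libraries within lines and groups gave as many pairs in 14 of 40 cases, so the count was not larger than relabelling gives. Some directions also changed with scaling: the median cytosolic ribosome gene rose by 0.28 in R21H11 and 0.09 in R65H02 against TrpA1 21C with TMM, by 0.16 and 0.01 on log2 TPM, and changed by -0.002 and -0.07 with the length correction.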

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

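Among the tests in this part, the relations of counts to the share of TPM outside the listed genes and to the mitochondrial share were chosen after the result was seen, and so was the length correction. The tests on other splits of the samples were set before the data were examined.

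Groups differed in tests made to compare them. The activation effect against GAL4 control 29C differed between the 4 wake-promoting lines in 3471 genes, and the 3 durations of shaking differed in 1397 genes. For the difference between lines, 1 of 40 relabellings, the real one, gave as many genes (others at most 485). These relabellings exchange libraries among the groups of each line, which also breaks up an activation effect common to all lines. They therefore do not test a difference between lines alone. For the durations, 2 of 36 splits gave as many (another split gave 1606), so a count of this size also arises from splits that mix durations.

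A signal outside the analysed genes also rose above the controls in part of the groups. The share of TPM outside the listed genes, against 0.956% in undisturbed ZT0 brains, was 2.09%, 2.66% and 1.91% after 3, 6 and 12 h of shaking and 2.01% in undisturbed ZT20 brains. In R21H11 it was 3.96% at 29 °C and 2.24% at 21 °C, against 0.980% in GAL4 control 29C. In R65H02 these were 2.09% and 1.66%, against 0.862%, and in HC 1.12% and 2.20%, against 0.992%. R60F09 and R85C10 groups overlapped their controls: R60F09 had 1.08% and 2.68%, against 2.00%, and R85C10 0.907% and 1.03%, against 0.819%. The R60F09 control mean rests on replicate 2 (4.20%), since replicates 1 and 3 had 0.959% and 0.852%. Without replicate 2, all R60F09 TrpA1 21C libraries (2.43% to 3.17%) lie above that control. The TrpA1 29C libraries (0.819% to 1.30%) overlap it either way. Which transcripts hold this share was not analysed here. The mitochondrial share was high in most of the same groups.

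Technical explanations were weighed for the large counts between groups that differ in these shares. Gene length bias is a candidate explanation: across genes, which are not independent replicates, the 6 h mechanical change had a Spearman rho of -0.728 with relative gene length, so short genes were the higher ones. At 3 and 12 h rho was -0.638 and -0.626. For TrpA1 29C against GAL4 control 29C it was -0.748 in R21H11, -0.632 in R65H02, -0.21 in HC, -0.252 in R60F09 and -0.424 in R85C10. Against TrpA1 21C it was -0.516, -0.316, 0.457, 0.592 and -0.354 in that order. GAL4 control 29C against TrpA1 21C gave 0.611, 0.455, 0.565, 0.635 and -0.118, so contrasts of controls in 4 of the 5 lines also followed length. With the length correction 1288 genes passed at 6 h. Among them were mt:ND3, RpL38, CG41128 and Poc1, which also passed without it, so length as corrected here does not account for every call. How many of the 1288 were among the genes called without the correction is not given. A library-level axis may also contribute. The slope of each gene on the log2 share outside the listed genes within groups correlated with the 6 h mechanical change at r = 0.59 across genes, and at 0.572 without the groups of the mechanical fit and 0.586 without the R60F09 GAL4 control group.

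Flies that were not deprived showed part of the same pattern. ZT20 minus the mean of the 5 other times correlated with mechanical 6 h minus ZT4 at r = 0.42 across genes, and at 0.366 with the 4 times other than ZT4. R60F09 TrpA1 21C minus GAL4 control 29C, a contrast of controls, correlated with mechanical 6 h minus ZT0 at r = 0.567, the strongest of the 5 lines. With the subtraction reversed, r was -0.513 in R21H11, -0.47 in HC, -0.35 in R65H02 and 0.0989 in R85C10, so the R85C10 controls did not share the pattern. A batch of libraries or samples that follows the groups cannot be ruled out: over the 18 pairwise contrasts, counts of called genes had a Spearman rho of 0.387 with the difference in share outside the listed genes and of 0.761 with the difference in mitochondrial share. The contrasts share groups and the labels give no batch beyond the experiment named in the titles, so neither value decides it. The mechanical contrasts each compare libraries of different experiments. Sequencing depth did not follow the counts (rho -0.0485). A temperature difference alone would give the R85C10 controls the pattern of the R60F09 controls. Their r was 0.364, against 0.813 for the HC and R60F09 controls, although R85C10 also differs in time of day and length of the shift.

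Gene length remains as an explanation of part of the mechanical change and of part of the difference between lines, where the length correction left 1626 genes, 1292 of them among the 3471. The library-level axis was tested on the 6 h mechanical change alone, where it also remains as an explanation of part of it. Neither was tested on the share outside the listed genes. The large counts cannot be told apart from a batch that follows the groups (rho 0.387 and 0.761). A biological effect of waking may contribute as well, but the r of 0.567 with a contrast of controls leaves its size open.

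Other splits of the same samples were counted for each result of a fit across genes. In each of the 18 pairwise contrasts, 1 of the 4 splits that part as many same-numbered pairs, the real one, gave as many genes. The other 6 of the 10 splits of 3 against 3 part fewer such pairs, and over all 10 the real split was again the only one. The other splits gave between 0 and 6 genes. Such a design cannot give a share under 0.1, so this does not decide whether a grouping by chance gave the counts.

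For genes changing over zeitgeber time, 1 of 100 splits, the real one, gave as many (others at most 717). For the mechanical trend, 5 of 100 splits gave at least 1 gene. Calls against both controls were as many in 2 of 40 relabellings in R21H11, 1 of 40 in R65H02 (others at most 353), 4 of 40 in HC (up to 1792), 1 of 40 in R60F09 (others at most 7) and 5 of 40 in R85C10 (up to 574). Calls in at least 2 wake lines were as many in 2 of 40 relabellings (up to 159), and so was the mean effect (up to 1124). A relabelling can keep the groups of a line whole and only exchange their names, and such draws were not left out. Counts as large as the real ones in R21H11, HC and R85C10 therefore need not come from groups that mix libraries. These shares do not decide whether a grouping by chance gave the calls there. The number of pairs of gene set and contrast was as large in 14 of 40.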

How the results depend on the processing

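Alternatives were recomputed 1 choice at a time, except where a pair of choices is named. The length-trend offset, with and without a replicate block, the zeitgeber comparison without ZT20, with and without the block, and the cosine terms with the block were chosen after the data were seen. Counts below are genes past an adjusted p of 0.05, first as reported and then under the alternative. Each count not named stayed within 1.5-fold of its reported value. The cause of a change was not tested unless said. RLE scaling and the absence of a low-count filter left all 30 counts within 1.5-fold. RLE scaling moved the split of the R21H11 calls against both controls from 67 higher and 62 lower to 55 higher and 78 lower. With RLE scaling, 2 of 148 tests of named genes lost their call and 2 reversed. Without the filter, 10 lost it and 0 reversed.

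DESeq2 kept 19 of 29 counts within 1.5-fold. For the mechanical trend, 1 gene became 3, with Dgp-1 among them. In R21H11, 269 (132 higher, 137 lower) became 884 (305 higher, 579 lower) against TrpA1 21C, 1463 (599 higher, 864 lower) became 2138 (1094 higher, 1044 lower) between the controls and 129 (67 higher, 62 lower) became 595 (159 higher, 436 lower) against both controls. In HC, 87 became 244 against GAL4 control 29C and 46 became 141 against both controls. In R60F09, 22 (13 higher, 9 lower) became 57 (22 higher, 35 lower) against GAL4 control 29C and 8 (6 higher, 2 lower) became 22 (8 higher, 14 lower) against both controls. In R85C10, 125 became 212 against GAL4 control 29C and 83 became 139 against both controls. Over the wake lines, 115 (59 higher, 56 lower) became 463 (108 higher, 355 lower) for calls in at least 2 lines. Among 148 named-gene tests, 1 lost the call, 1 gained it and 2 reversed.

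A replicate block, with number as a term, was planned for every fit. The mean residual correlation of same-numbered libraries was 0.0428 in the mechanical fit, -0.0792 in R21H11, -0.0267 in R65H02, -0.0367 in HC, -0.0536 in R60F09 and 0.0792 in R85C10, so same-numbered libraries were close to unrelated there. For the mechanical trend, 1 went to 0 with 509 at an unadjusted p under 0.05. In R21H11, 269 went to 83 against TrpA1 21C, 1463 went to 663 between the controls and 129 went to 30 against both controls. In HC, 87 went to 43 against GAL4 control 29C and 46 went to 20 against both controls. In R85C10, 125 went to 203 against GAL4 control 29C and 83 went to 146 against both controls. Over the wake lines, 115 went to 35 for calls in at least 2 lines. Over zeitgeber time, 1400 went to 2471. Of 148 tests of single named genes, 22 lost the call, 1 gained it and 0 reversed.

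limma on log2 TPM shifted the median log2 change of all genes. The shift was -0.21, -0.35 and -0.21 at 3, 6 and 12 h of shaking and -0.19 per 12 h for the trend. Against GAL4 control 29C it was -0.32 in R21H11 and -0.28 in R65H02. Against TrpA1 21C it was 0.30 in HC and 0.47 in R60F09. Between the controls it was 0.31, 0.23, 0.31, 0.43 and 0.11 in R21H11, R65H02, HC, R60F09 and R85C10. Splits into higher and lower moved with it. After shaking, 2091 (1020 higher, 1071 lower) changed to 3064 (297 higher, 2767 lower) at 3 h, 4078 (2092 higher, 1986 lower) changed to 4814 (546 higher, 4268 lower) at 6 h and 1440 (807 higher, 633 lower) changed to 2659 (283 higher, 2376 lower) at 12 h. There, 1 changed to 0 with 673 at an unadjusted p under 0.05 for the trend. In R21H11, 4196 (2230 higher, 1966 lower) changed to 3836 (705 higher, 3131 lower) against GAL4 control 29C, 269 (132 higher, 137 lower) changed to 67 (47 higher, 20 lower) against TrpA1 21C and 1463 (599 higher, 864 lower) changed to 575 (393 higher, 182 lower) between the controls. There, 129 (67 higher, 62 lower) changed to 15 (11 higher, 4 lower) against both controls. In R65H02, 4855 (2425 higher, 2430 lower) changed to 5176 (1089 higher, 4087 lower) against GAL4 control 29C, 4361 (2169 higher, 2192 lower) changed to 4738 (3667 higher, 1071 lower) between the controls and 1583 (632 higher, 951 lower) changed to 1366 (295 higher, 1071 lower) against both controls. In HC, 87 (42 higher, 45 lower) changed to 36 (24 higher, 12 lower) against GAL4 control 29C, 2943 (1394 higher, 1549 lower) changed to 3973 (3507 higher, 466 lower) against TrpA1 21C and 2934 (1391 higher, 1543 lower) changed to 4060 (3566 higher, 494 lower) between the controls. There, 46 (24 higher, 22 lower) changed to 18 (13 higher, 5 lower) against both controls. In R60F09, 3978 (1983 higher, 1995 lower) changed to 4984 (4478 higher, 506 lower) against TrpA1 21C, 4360 (2188 higher, 2172 lower) changed to 4843 (4185 higher, 658 lower) between the controls and 8 (6 higher, 2 lower) changed to 5 (5 higher, 0 lower, 4 of them among the 8) against both controls. In R85C10, 1625 (820 higher, 805 lower) changed to 1485 (953 higher, 532 lower) against TrpA1 21C and 784 (363 higher, 421 lower) changed to 828 (570 higher, 258 lower) between the controls. Over the wake lines, 115 (59 higher, 56 lower) changed to 16 (14 higher, 2 lower) for calls in at least 2 lines and 1031 (540 higher, 491 lower) changed to 624 (396 higher, 228 lower) for the mean effect. Over zeitgeber time, 1400 changed to 3597. In 148 tests of named genes, 30 lost the call, 2 gained it and 9 reversed.

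A 1.5-fold requirement left 6 of 29 counts within 1.5-fold. For the mechanical groups, 2091 dropped to 300 at 3 h, 4078 dropped to 1249 at 6 h and 1440 dropped to 199 at 12 h. There, 1397 dropped to 144 for the test between durations. In R21H11, 4196 dropped to 2732 against GAL4 control 29C, 1463 dropped to 952 between the controls and 129 dropped to 81 against both controls. In R65H02, 4855 dropped to 2202 against GAL4 control 29C, 2735 dropped to 926 against TrpA1 21C and 4361 dropped to 1842 between the controls. There, 1583 dropped to 373 against both controls. In HC, 2943 dropped to 1260 against TrpA1 21C, 2934 dropped to 1194 between the controls and 46 dropped to 22 against both controls. In R60F09, 3978 dropped to 2157 against TrpA1 21C, 4360 dropped to 2527 between the controls and 8 dropped to 4 (CG32195, RhoGAP102A, TrpA1 and y) against both controls. In R85C10, 1625 dropped to 704 against TrpA1 21C, 784 dropped to 349 between the controls and 83 dropped to 53 against both controls. Over the wake lines, 115 dropped to 36 for calls in at least 2 lines and 1031 dropped to 90 for the mean effect. Over zeitgeber time, 1400 dropped to 434. Among the 148 named-gene tests, 20 lost the call and 0 reversed.

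Fitting all 72 libraries together gives every comparison a dispersion set by all groups. In mechanical contrasts, 2091 moved to 556 at 3 h, 1440 moved to 171 at 12 h and 1397 moved to 311 for the test between durations. There, 1 moved to 86 for the trend. In R21H11, 269 moved to 2677 against TrpA1 21C, 1463 moved to 3860 between the controls and 129 moved to 2026 against both controls. In HC, 87 moved to 229 against GAL4 control 29C and 46 moved to 121 against both controls. In R60F09, 22 moved to 49 against GAL4 control 29C and 8 moved to 21 against both controls. In R85C10, 784 moved to 1389 between the controls. Of 128 tests of single named genes, 13 lost the call and 2 reversed.

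The length-trend offset left 12 of 30 counts within 1.5-fold. At the 3 durations, 2091 (1020 higher, 1071 lower) turned into 332 (218 higher, 114 lower) at 3 h, 4078 turned into 1288 at 6 h and 1440 (807 higher, 633 lower) turned into 126 (99 higher, 27 lower) at 12 h. There, 1397 turned into 232 for the test between durations and 1 turned into 0 with 666 at an unadjusted p under 0.05 for the trend. In R21H11, 4196 turned into 1227 against GAL4 control 29C, 269 turned into 825 against TrpA1 21C and 129 (67 higher, 62 lower) turned into 203 (73 higher, 130 lower) against both controls. In R65H02, 4855 turned into 2655 against GAL4 control 29C and 1583 (632 higher, 951 lower) turned into 854 (444 higher, 410 lower) against both controls. In HC, 87 turned into 404 against GAL4 control 29C and 46 turned into 257 against both controls. In R60F09, 22 (13 higher, 9 lower) turned into 52 (23 higher, 29 lower) against GAL4 control 29C, 4360 turned into 2858 between the controls and 8 (6 higher, 2 lower) turned into 25 (10 higher, 15 lower) against both controls. In R85C10, 784 turned into 1434 between the controls. Over the wake lines, 3471 turned into 1626 for the difference between lines. Over zeitgeber time, 1400 turned into 469. Of the 148 named-gene tests, 18 lost the call, 1 gained it and 5 reversed.

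The offset together with a replicate block left 10 of 30 counts within 1.5-fold. By duration, 2091 (1020 higher, 1071 lower) came to 271 (178 higher, 93 lower) at 3 h, 4078 came to 1195 at 6 h and 1440 (807 higher, 633 lower) came to 77 (61 higher, 16 lower) at 12 h. There, 1397 came to 163 for the test between durations and 1 came to 0 with 566 at an unadjusted p under 0.05 for the trend. In R21H11, 4196 came to 696 against GAL4 control 29C, 269 (132 higher, 137 lower) came to 500 (190 higher, 310 lower) against TrpA1 21C and 1463 came to 862 between the controls. There, 129 came to 76 against both controls. In R65H02, 4855 came to 2709 against GAL4 control 29C and 1583 (632 higher, 951 lower) came to 912 (487 higher, 425 lower) against both controls. In HC, 87 came to 277 against GAL4 control 29C and 46 came to 186 against both controls. In R60F09, 22 (13 higher, 9 lower) came to 52 (20 higher, 32 lower) against GAL4 control 29C, 4360 came to 2682 between the controls and 8 (6 higher, 2 lower) came to 27 (8 higher, 19 lower) against both controls. In R85C10, 125 came to 252 against GAL4 control 29C, 784 came to 1599 between the controls and 83 came to 166 against both controls. Over the wake lines, 3471 came to 1584 for the difference between lines. Of 148 tests of single named genes, 27 lost the call, 1 gained it and 5 reversed.

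Alternatives for single results moved them too. Over hours 3, 6 and 12 only, the trend had 0 genes, with 348 at an unadjusted p under 0.05. Cosine and sine terms gave 159 genes over zeitgeber time in place of 1400, and without ZT20 there were 48. With a replicate block these became 264 and 255, against 2471 at all 6 times with the block. In at least 3 wake lines there were 5 genes, against 115 in at least 2. With the inter-gene correlation estimated per set, 0 of the 50 pairs of set and contrast passed, with 7 at an unadjusted p under 0.05.

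Named genes that reversed were mostly small effects. TrpA1 in R65H02 against TrpA1 21C, reported at 0.002, was -0.0033 with DESeq2, -0.0039 with RLE scaling, -0.082 on log2 TPM and -0.0017 in the fit of all 72 libraries. In R21H11 against TrpA1 21C, TrpA1 turned from -0.02 to 0.15 with the length offset and 0.15 with the offset and block. For tim at 12 h of shaking, 0.009 became -0.012 with DESeq2, -0.013 with RLE scaling and -0.21 on log2 TPM. The Hr38 change was -0.086 on log2 TPM at 12 h, 0.014 in the fit of all 72 libraries at 6 h, 0.14 at 3 h and 0.48 at 6 h with the length offset, and 0.14 and 0.46 with the offset and block. On log2 TPM, w against TrpA1 21C turned to 0.22 in HC and 0.44 in R60F09, CG7509 against TrpA1 21C to 0.17 in R60F09, and Orct against GAL4 control 29C to -0.026 in R65H02. Against GAL4 control 29C, mbf1 turned to -0.12 in R21H11 and -0.17 in R65H02 on log2 TPM. In these contrasts of w, CG7509, Orct and mbf1, the median of all genes moved the same way on log2 TPM, by the shifts given above. With the length offset, mbf1 was -0.023 and CG3226 -0.0074 in R65H02, and with the offset and block -0.022 and -0.0068.

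Fits that each left out one replicate moved the following counts by more than 1.5-fold at least once. After shaking the range was 1292 to 2488 at 3 h, 706 to 1682 at 12 h, 625 to 1916 between durations and 0 to 1 for the trend. Over zeitgeber time it was 487 to 2093. In R21H11 it was 79 to 540 against TrpA1 21C, 147 to 3404 between the controls and 27 to 391 against both. R65H02 ranged from 1739 to 2973 against TrpA1 21C and 935 to 1963 against both. HC ranged from 18 to 460 against GAL4 control 29C, 1660 to 3557 against TrpA1 21C, 1635 to 3435 between the controls and 7 to 232 against both. For R60F09 it was 11 to 71 against GAL4 control 29C and 4 to 41 against both. For R85C10 it was 67 to 121 against GAL4 control 29C, 757 to 2091 against TrpA1 21C, 271 to 1314 between the controls and 45 to 83 against both. Calls in at least 2 wake lines ranged from 38 to 337. Mechanical 6 h (3475 to 4140), the mean effect (900 to 1157) and the difference between lines (2761 to 3897) stayed within 1.5-fold.

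Of 1758 leave-one-out tests of named genes, 1541 kept their direction and side of the threshold, 195 lost the call, 6 gained it and 16 reversed. The reversals were in tim at 12 h (-0.144 to 0.0336), Hr38 at 6 h (-0.45 to 0.15) and 12 h (-0.16 to 0.26), TrpA1 against TrpA1 21C in R21H11 (-0.25 to 0.14) and R65H02 (-0.0423 to 0.0664), and w against TrpA1 21C in R60F09 (-0.158 to 0.035).

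Replication and depth limit what small changes can show. On simulated 1.5-fold changes in 200 genes, the edgeR group and trend tests recovered 51.5% to 55.9% of them, and 75.8% to 79.7% of 2-fold changes. Of the calls, 3.81% to 9.01% were false, above the nominal 5% in part of the fits. DESeq2 had 9.44% to 10.8% false calls on the same draws.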

Other observations

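The tests of retina markers and of total counts were written before their results were seen, and those of fat body and muscle markers were chosen after the pattern and the marker values were seen.

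Undisturbed libraries with the same replicate number deviated together, with a mean residual correlation of 0.367 across genes. Other tissue left on the dissected brains was tested as a technical explanation. Retina marker genes summed to 6194, 7777, 8669, 4180 and 6305 CPM in replicate 2 at ZT0, 8, 12, 16 and 20. At ZT4, replicate 2 had 2860 CPM and replicate 3 had 3328 CPM. After regression on log2 retina marker CPM the same-number correlation was 0.119, a fall that stayed just above the level of 0.1 set for an explanation to account for it. Retina tissue may therefore contribute but did not account for all of the pattern. Muscle marker genes were lowest in replicate 1 at all 6 times, and fat body marker genes at 5 of the 6. After regression on log2 fat body marker CPM the same-number correlation was 0.0814, and after regression on log2 muscle marker CPM it was 0.0732, both under the level of 0.1. Fat body or muscle tissue could therefore account for the pattern, but so could any other difference between libraries that follows these markers, and the 3 tissues were not tested together. After regression on log2 total counts it was 0.311. The labels do not say whether replicate numbers mark dissection or library batches, and no biological explanation was tested.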
